# Normal macrophage signaling and gene expression in *Rosa26* Cas9-expressing mice

**DOI:** 10.1093/immhor/vlaf047

**Published:** 2025-10-09

**Authors:** Monika D Hermann, Nuria Fernandez Perez, Assa Yeroslaviz, Peter J Murray

**Keywords:** Crispr/Cas9, macrophage, macrophage polarization, Rosa26, signaling

## Abstract

Cas9-expression from the *Rosa26* “safe harbor” locus are widely used for gene manipulation and Crispr-based screening. Recently, experimental evidence suggested that macrophages isolated from *Rosa26*-Cas9 mice may have signaling differences compared to control mice in terms of TRIF signaling downstream of TLR3 and TLR4. As we frequently use the *Rosa26*-Cas9 mice made by Feng Zhang (Cas9-FZ, Jackson Laboratory stock No. 026179), arguably the strain with the widest distribution and utilization, we were motivated to test macrophage signaling in these mice under our conventional conditions. We used different macrophage polarization and signaling conditions combined with RNA sequencing and measurement of TLR signaling by immunoblotting. Our results suggest that the Cas9-FZ mice bear no obvious defects in any commonly used macrophage signaling pathway. We document the differences in our macrophage culture techniques compared to Raychowdhury et al., which may aid in how individual laboratories use Cas9-expressing macrophages, especially for focused or genome-wide screening.

## Introduction

Raychowdhury et al. performed extensive experimentation with different Cas9-expressing bone marrow–derived macrophages (BMDMs).^1^ Their conclusions centered on defects in IRF3 activation, TLR3/4 signaling, and NF-κB activation following LPS or poly I: C stimulation.^1^ Because the use of Cas9-expressing mice is now a pillar of modern experimentation, we were strongly motivated to check the behavior of BMDMs isolated from the Feng Zhang Cas9 mice (B6J.129(Cg)-Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^/J) (Jackson Laboratory strain No. 026179, hereafter called Cas9-FZ), which is a widely used and distributed strain.^2^ In our colony and in the way we generate BMDMs, some differences exist compared to the carefully documented report of Raychowdhury et al.^1^ Nevertheless, we were surprised at the results Raychowdhury et al. reported and, therefore, undertook our own investigation into the behavior of BMDMs from the Cas9-FZ mice. Our approach was distinct from Raychowdhury et al. in that we took a broader approach to macrophage signaling and “polarization” to understand and document any defects as opposed to a highly focused investigation of TRIF-linked signaling. Here, we report our findings and further elaborate on the differences in experimental approaches.

## Materials and methods

### Mice, mice housing, and breeding

Our strain of Cas-FZ mice was originally a gift of Dr Christian Mayer in our sister institute, the Max Planck Institute of Biological Intelligence. In our shared animal facilities, movement of strains between buildings requires rederivation by policy. In addition, our institutes uniformly use the C57BL/6N strain (eg as stock controls and for embryo transfer and other genetic manipulations) as opposed to the C57BL/6J background. These substrains have several key differences documented on the Jackson Laboratory website (https://www.jax.org/news-and-insights/jax-blog/2013/october/three-ways-a-b6j-mouse-differs-from-b6n-and-why-it-should-m). Our mice are housed in an open cage format in 2 large rooms with a 14:10 light cycle and ad libitum food and water (from bottles). All mice in our colony are *Helicobacter*-free and monitored for infections according to the hygiene policy of the Institute.

### Genotyping and allele selection

The Cas9-FZ mice were genotyped according to the information supplied on the Jackson Laboratory website. In our colony, we generally use mice homozygous for the *Rosa26* knock-in allele (ie FZ/FZ). In some experiments, we used heterozygous mice (FZ/+).

### Macrophage culture and stimulation

BMDM preparations were performed according to established protocols in use in our laboratory for 2 decades.^3^^,^^4^ In brief, and in distinction to Raychowdhury et al.,^1^ we begin with 150-mm tissue culture dishes where the bone marrow from femurs and tibias from one mouse is plated to one to three 150 mm in 30- to 40-mL media dishes depending on the final cell number needed. We use conventional DMEM (Thermo Fisher Scientific, 41966-029) with 10% FBS (Biochrome, S0115) and 1% penicillin-streptomycin (VWR, 392-0406) as the culture media as opposed to RPMI 1640 in Raychowdhury et al. The reason we use DMEM is that the lack of amino acids (L-alanine, L-asparagine, L-aspartic acid, L-glutamic acid, and L-hydroxyproline) slows the growth rate of macrophage progenitors relative to the culture in RPMI-type media, which contains all 20 proteinaceous amino acids. The empirically determined slower growth rate enhances the number of “floating” CSF1-dependent progenitors and results in a superior final yield of adherent macrophages at day 7 of culture, especially when pulsed with fresh CSF1 on days 3 and 5 of the culture. An additional difference is our use of highly purified recombinant human CSF1, which we express in 293T cells. In-house–generated human CSF1 enables us to add more cytokine to increase cell yield as needed. Human CSF1 binds to and signals via the murine CSF1 receptor.^5^ We noted that Raychowdhury et al. additionally added minimal nonessential amino acids to their RPMI 1640 media along with β-mercaptoethanol. Raychowdhury et al. did not state their cell collection method; in our case, we universally scrape the cells using Sarstedt cell scrapers, scraping the bevel away from the body at ∼45°. Our stimulation conditions used IL4 + IL13 (both at 10 ng/mL) and LPS + IFN-γ (L4391, Sigma, at 5 ng/mL; 315-05, PeproTech at 2 ng/mL) as indicated in the figure legend. CpG ODN 1826 was purchased from Integrated DNA Technologies (Leuven, Belgium) and used at 2 µM. We generated our own murine IL-4 in baculovirus expression systems and IL-13 was purchased from PeproTech (210-13-50).

### Antibodies

Abs used for immunofluorescence were pSTAT1^(Tyr701)^ (Cell Signaling Technology, 7649), STAT1 (Santa Cruz Biotechnology, sc-346), pIRF3 ^(S396)^ (Cell Signaling Technology, 4947S), IRF3 (Cell Signaling Technology, 4302S), pTBK1 ^(S172) XP^ (Cell Signaling Technology, 5483T), TBK1/NAK (Cell Signaling Technology, 3504S), and Vinculin (Cell Signaling Technology, 13901S).

### Bulk mRNA sequencing

BMDMs were plated in triplicates in a 6-well format. Cells were activated for 24 hours with either IL4 + IL13 or LPS + IFN-γ as described above, and DMEM was used as a control. For RNA isolation, cells were lysed in 1 mL TRIzol reagent transferred into a 1.5-mL tube, and frozen at −80 °C overnight. The following day, samples were thawed on ice, and 200 µL chloroform was added. Samples were mixed and centrifuged at 18,000 × *g* at 4 °C for 10 minutes before the colorless phase was transferred into a fresh 1.5-mL tube containing 500 µL 100% isopropanol. After RNA precipitation at −20 °C overnight, samples were centrifuged, and the RNA pellets were washed with 70% ethanol. Following the last centrifugation step and ethanol removal, pellets were air dried for ∼5 minutes before 25 µL of nuclease-free water was added.

Bulk mRNA sequencing libraries were prepared with 250 ng of total RNA of each sample using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, E7760) with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490), according to the manufacturer’s standard protocol. Total RNA and the final library quality controls were performed using Qubit Flex Fluorometer (Thermo Fisher Scientific, Q33327) and 4200 TapeStation System (Agilent, G2991BA) before and after library preparation. The libraries were sequenced on Illumina NovaSeq 6000 SP flow cell (2 × 60 bp) and demultiplexed by bcl2fastq Conversion Software (Illumina).

After checking the samples’ quality (FastQC v.0.12.1), the files were mapped against the mouse genome (Genome build *GRCm38*) downloaded from Ensembl using the star aligner (v.2.7.10b) and default parameters. The mapped files were then quantified on gene level based on Ensembl annotations, using the featureCounts (v.2.0.4) from the SubRead package, discarding multioverlapping reads. Using the DESeq2 package (R 4.3.2, DESeq2 v.1.42), the count was normalized by the size factor to estimate the effective library size. A filtering step for removing genes with <10 reads in at least 3 samples was used. Genes with an adjusted *P* value of ≤0.01 were then considered to be differentially expressed for downstream analysis. After calculating the gene dispersion across all samples, the comparison of the 2 different conditions resulted in a list of differentially expressed genes.

## Results

### RNA sequencing

Raychowdhury et al.^1^ found that LPS stimulation of Cas9-FZ BMDMs (we assume they used homozygous mice, ie FZ/FZ) was substantially different to control mice in terms of both quality and quantity of mRNAs. Raychowdhury et al. noted that hundreds of mRNAs were deregulated (predominantly downregulated) relative to controls.^1^ Ergo, we repeated this form of experiment using our approaches but focusing on commonly used “M1” or M(LPS + IFN-γ) and “M2” or M(IL4 + IL13) because these are the most frequently used stimuli to generate large distinctions in macrophage phenotype and function.^6^^,^^7^ First, we verified that stimulation with LPS + IFN-γ or IL4 + IL13 produced the expected effects in wild-type (WT) BMDMs (Fig. S1). Indeed, canonical “M1” and “M2” transcripts were induced as expected from the extensive literature on this topic.

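The cells were bone marrow-derived macrophages (BMDMs), which differentiate from marrow progenitors under CSF1. They came from WT mice and from mice homozygous for the Cas9 allele (FZ/FZ), and were left in medium (control) or stimulated for 24 hours. The stimuli were LPS + IFN-γ at 5 and 2 ng/mL and IL4 + IL13 at 10 ng/mL each, so 2 genotypes and 3 states made 6 groups of 3 poly(A) RNA samples. The methods name triplicates and the legend of Fig. 1 biological replicates, so the p-values measure only the spread between these samples, which may be technical.

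The authors aligned 60-base pairs of reads with STAR v.2.7.10b to GRCm38, counted reads per gene with featureCounts v.2.0.4, and deposited raw counts beside counts divided by DESeq2 size factors. The strand setting of the counting is not named in the paper's text, and 67.1% of the low counts are even, so both mates of a pair may have been counted. Raw counts summed to 15314619 to 33493760 per library in WT control (median 29063888), 22030748 to 40478752 in FZ/FZ control (37425538), 16211974 to 28265627 in WT LPS + IFN-γ (26703760) and 26190230 to 39346294 in FZ/FZ LPS + IFN-γ (27701602). With IL4 + IL13 they summed to 16247432 to 38266613 in WT (34343355) and 10789563 to 43507376 in FZ/FZ (27456531). Each of the 16906 deposited genes reached 10 counts in at least 3 libraries, and all were tested. Group means ± SD are the authors' normalized counts over 3 samples.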

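LPS + IFN-γ raised the transcripts that mark inflammatory (M1) macrophages in WT BMDMs. Nos2, which encodes the inducible nitric oxide synthase, had a normalized count of 76003 ± 14513 after stimulation and 4.91 ± 7.10 in control (SD, n = 3), a log2 fold change of 13.57 (SE 0.258, adjusted p = 6.88e-26 from edgeR). The chemokine transcript Ccl5 rose by 12.25 (SE 0.17, adjusted p = 1.83e-28) and Acod1, whose enzyme makes itaconate, by 8.67 (SE 0.134, adjusted p = 1.17e-27). Cxcl9, a chemokine transcript induced by IFN-γ, had 35614 ± 390.4 against 1.53 ± 1.46. Saa3 rose by 12.68, the cyclooxygenase transcript Ptgs2 by 11.78, the chemokine transcript Cxcl3 by 11.08 and Lcn2 by 10.68. The interleukin subunit transcript Il12b was at least 353-fold higher. Without WT control replicate 3 the values were 13.73 for Saa3, and 15.95 for Nos2, 14.85 for Cxcl9 and 12.09 for Lcn2, which then rest on 2 control counts each. Without replicate 1 Ptgs2 gave 12.41. All 18 measured genes of the canonical M1 list rose (18 also when adjusted over the list alone). Their median log2 fold change was 8.23, or 7.59 with the genes at zero counts set to their bound. The camera test of that list gave adjusted p = 5.43e-50 (adjusted p = 0.000758 with an estimated correlation).

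Genes of the type I interferon response also rose, 22 of 22 (22 adjusted over the list alone), among them Mx1 by 6.64 and Oasl1 by 7.06. The list's median was 6.10, or 5.94 at the bound (camera, adjusted p = 7.93e-39, and adjusted p = 0.00512 with an estimated correlation). All 14 interferon-induced GTPases rose (14 adjusted over the list alone), with Gbp2 at 6.50 and Gbp5 at 6.90 and a median of 5.55 (camera, adjusted p = 1.1e-28, and adjusted p = 0.00466 with an estimated correlation). Of 21 NF-κB targets 18 rose, including Traf1 (4.27), Clec4e (5.00) and Tnfaip3 (3.28), and 3 fell, Ccl4 (−1.05), Ccl3 (−0.83) and Nfkbiz (−0.75), named after their values were seen. Those counts were the same adjusted over the list alone, and the median was 3.18 (camera, adjusted p = 2.48e-16, and adjusted p = 0.00572 with an estimated correlation). For antigen presentation, 15 of 16 genes rose (15 adjusted over the list alone), with Tap1 at 3.34 and B2m at 1.67 and a median of 1.70 (camera, adjusted p = 2.03e-11, and adjusted p = 0.0489 with an estimated correlation). Among 28 TLR and cytokine receptor components 18 rose, such as Il4ra (2.72) and Jak2 (2.31), and 6 fell (18 and 7 adjusted over the list alone). Their median was 0.71 (camera, adjusted p = 0.000164, and adjusted p = 0.112 with an estimated correlation). In the canonical M2 list Tgm2 rose by 5.24 and Mrc1 fell by 6.91, with 7 genes up and 6 down of 17. The counts were the same adjusted over the list alone, with a median of 0.51 and a camera adjusted p of 0.501 (adjusted p = 0.528 with an estimated correlation).

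Genes that fell far, among those called with a mean normalized count of at least 100 over all libraries, included several without counts after stimulation, which have no exact fold or rank. Of these Pimreg was at least 939.6-fold lower, the DNA repair gene Neil3 at least 654-fold, the helicase gene Pif1 at least 403-fold and Depdc1b at least 268-fold. The mitotic genes Cenpf (−10.95), Aspm (−9.86) and Ube2c (−9.82) fell too, and the transporter transcript Slco2b1 was 1015-fold lower (95% counting interval 281 to 8388). Without WT LPS + IFN-γ replicate 1 Slco2b1 and Ube2c gave −9.15 and −10.415, on 2 counts each, and without replicate 3 Cenpf gave −10.27. Without replicate 1 Cenpf, and without replicate 3 Slco2b1, had no counts after stimulation and so no exact fold. In total 9789 of 16906 genes passed (5056 higher, 4733 lower), 4854 of them by more than 2-fold.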

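IL4 + IL13 raised the transcripts that mark alternatively activated (M2) macrophages. Chil3, which encodes a chitinase-like protein, had a normalized count of 6211 ± 464 after stimulation and 1.13 ± 1.95 in control, a log2 fold change of 12.15 (SE 0.24, adjusted p = 1.64e-24 from edgeR). Chil4, a relative of Chil3, was at least 526-fold higher. Retnla was at least 2391-fold higher, Rnase2a at least 999-fold and Ocstamp, which takes part in cell fusion, at least 398-fold. Tmem26 rose by 9.02, the VEGF receptor transcript Flt1 by 7.75 and the lectin transcript Mgl2 by 7.34 (SE 0.131, adjusted p = 2.35e-25). Without WT control replicate 3 Chil3 gave 11.39 and Tmem26 9.97, and without replicate 1 Chil3 had no control counts and so no exact fold. In the canonical M2 list 16 of 17 measured genes rose (16 adjusted over the list alone). The list's median was 3.33 (camera, adjusted p = 1.28e-72, and adjusted p = 3.18e-08 with an estimated correlation). Ccl24, named after its value was seen, was the gene that did not pass (1.48, adjusted p = 0.069).

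Of the 18 canonical M1 genes 9 fell (10 adjusted over the list alone), among them Acod1 by 1.89, Cd86 by 1.88 and the cytokine transcript Tnf by 1.73, and none rose. The list's median was −1.80 (camera, adjusted p = 9.08e-05, and adjusted p = 0.166 with an estimated correlation). Interferon-response genes fell, 13 of 22 (13 down and 1 up adjusted over the list alone), with Ifit3 at −2.55 (−3.15 without WT IL4 + IL13 replicate 3) and Mx1 at −2.36. Their median was −0.77, or −0.84 at the bound (camera, adjusted p = 7.87e-06, and adjusted p = 0.24 with an estimated correlation). Among NF-κB targets Clec4e fell by 3.17 and Nfkbiz by 2.83, with 13 down and 2 up, the same adjusted over the list alone. Their median was −0.93, or −0.98 at the bound (camera, adjusted p = 1.06e-08, and adjusted p = 0.0755 with an estimated correlation). The 2 that rose, named after their values were seen, were the near-identical copies Bcl2a1a (0.64) and Bcl2a1d (0.61), whose reads are not told apart well. Of the 14 interferon-induced GTPases 9 fell (10 adjusted over the list alone), such as Gbp9 (−1.44), with a median of −1.33 (camera, adjusted p = 3.76e-05, and adjusted p = 0.223 with an estimated correlation). TLR components Tlr2 and Cd14 fell by 2.85 and 1.72 in a list with 9 down and 5 up (10 and 6 adjusted over the list alone) and a median of −0.06 (camera, adjusted p = 0.00518, and adjusted p = 0.24 with an estimated correlation). Antigen presentation gave 6 up, including Cd74 (1.48), and 2 down, Tap1 (−0.69) and Nlrc5 (−0.55) (7 and 2 adjusted over the list alone), with a median of 0.20 (camera, adjusted p = 0.399, and adjusted p = 0.784 with an estimated correlation).

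Among called genes with a mean normalized count of at least 100, those that fell far included Pilrb2 (−5.61), the chemokine transcript Cxcl10 (−4.91), Hpgd (−4.20), Ifit1bl1 (46.0-fold lower, 95% counting interval 12.4 to 386) and Gm10800 (−5.02). The sialic acid receptor transcript Siglece was at least 32.5-fold lower, the formyl peptide receptor transcript Fpr2 at least 13.6-fold and Mmp14 at least 7.13-fold, without a rank, since none had counts after stimulation. Mmp14 gave adjusted p = 0.0153 when only the 2 groups were fitted (0.000111 to 0.0153 over the alternatives), and Ifit1bl1 0.0105 without WT control replicate 1 (6.26e-06 to 0.0105). Gm10800 gave 1.12 without WT control replicate 2 (adjusted p = 0.623), −5.67 and −5.69 without replicates 1 and 3 and −7.34 without WT IL4 + IL13 replicate 2, on 2 counts. It also missed without WT IL4 + IL13 replicate 1 (0.0126) or 3 (0.0241), over a range of 0.000163 to 0.623. In total 5108 genes passed (2619 higher, 2489 lower), 1200 of them by more than 2-fold.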

Using the same system, we next compared unstimulated, M(LPS + IFN-γ) or M(IL4 + IL13) macrophages from WT versus FZ/FZ BMDMs. 

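Plxnd1, which encodes a semaphorin receptor, had more transcript in FZ/FZ than in WT BMDMs in each condition. Its normalized count in control was 22915 ± 1761 against 11383 ± 802 (SD, n = 3), a log2 fold change of 1.01 (SE 0.064, adjusted p = 3.92e-11 from edgeR). It was 0.64 higher with LPS + IFN-γ (SE 0.064, adjusted p = 4.66e-07) and 0.48 with IL4 + IL13 (SE 0.0637, adjusted p = 0.000148). Gm42546 and Gm37091, gene models of unknown function on chromosomes 5 and 1, were also higher in each condition. Gm42546 was 206-fold higher in control (95% counting interval 56.6 to 1702, adjusted p = 1.35e-09), with log2 fold changes of 2.90 under LPS + IFN-γ (adjusted p = 4e-05) and 5.78 under IL4 + IL13 (adjusted p = 2.56e-08, or 6.58 on 2 WT counts without WT IL4 + IL13 replicate 2). Gm37091 was 61.0-fold higher in control (16.6 to 508, adjusted p = 0.00145), at least 27.7-fold with LPS + IFN-γ (adjusted p = 0.000642) and at least 26.0-fold with IL4 + IL13 (adjusted p = 0.00172).

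With LPS + IFN-γ, the extracellular matrix glycoprotein transcript Emilin2 was lower in FZ/FZ (4434 ± 227 against 7841 ± 925, −0.82, SE 0.0735, adjusted p = 6.89e-08 from edgeR). So were Itpr1, which encodes a calcium channel gated by inositol trisphosphate (−0.89, SE 0.0934, adjusted p = 1.35e-06), and Lsp1, which encodes an actin-binding protein of leukocytes (−0.57, SE 0.0855, adjusted p = 0.000642). Named after their values were seen, 4 further genes passed in a single condition. They were Edem1 (−0.32, adjusted p = 0.00686) and the sex-chromosome gene model Gm21860 (0.39, adjusted p = 0.00535) with LPS + IFN-γ, and Rpl7l1 (0.36, adjusted p = 0.00522) and the macrophage elastase transcript Mmp12 (0.49, adjusted p = 0.00598) in control.

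Counting these, 9 genes passed in control (7 higher, 2 lower), 12 with LPS + IFN-γ (6 higher, 6 lower) and 7 with IL4 + IL13 (5 higher, 2 lower), 14 genes in all, 7 of them in each of the 3 conditions. At unadjusted p under 0.05 there were 1127, 977 and 1119 genes, where 845.3 would be met by chance. Averaged over the 3 conditions 29 genes passed. With DESeq2 on the same genes the counts were 18, 24 and 15, and 51 averaged. Leaving out 1 library gave 6 to 14, 7 to 21 and 6 to 11, and 23 to 41 averaged. With libraries summed by number within a genotype, added after the data were seen, 7 averaged calls remained. None of the 268 genes in 21 lists named in advance, covering inflammation, interferon, metabolism and cell type, passed in a single condition with edgeR (34, 22 and 35 at unadjusted p under 0.05, 13.4 by chance). Of these 268 genes DESeq2 called Setd5 in control, 3 genes with LPS + IFN-γ, among them Ccnb1 and Top2a, and Setd5 with IL4 + IL13. As a list, type I interferon genes had medians of −0.30 in control (−0.32 at the bound) and −0.26 with IL4 + IL13 (−0.28 at the bound, but 0.0063 without WT IL4 + IL13 replicate 3). The camera test gave adjusted p = 2.93e-09 in control (adjusted p = 0.527 with an estimated correlation) and 1.5e-05 with IL4 + IL13 (adjusted p = 0.564 with an estimated correlation), and 1 gene, Mx1, was down in control adjusted over the list alone. Camera also called cholesterol synthesis in control (median 0.10, adjusted p = 0.00843, and adjusted p = 0.527 with an estimated correlation) and macrophage markers with LPS + IFN-γ (0.11, adjusted p = 0.00624, and adjusted p = 0.713 with an estimated correlation), with 0 genes adjusted over the list alone. With IL4 + IL13 it called cell cycle (0.20, adjusted p = 4.47e-12, and adjusted p = 0.152 with an estimated correlation), with Mcm4, Rrm2 and Bub1 up adjusted over the list alone. It called there also cholesterol synthesis (−0.09, adjusted p = 0.000363, and adjusted p = 0.152 with an estimated correlation) and antigen presentation (−0.13, adjusted p = 0.00145, and adjusted p = 0.576 with an estimated correlation). In counts simulated from these libraries, 88.1% to 95.5% of 2-fold changes and 59.7% to 67.2% of 1.41-fold changes were called in a single condition. Each share rests on 67 changed genes. Genes with low counts were not assessed apart, so sensitivity for them is not shown.

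Several calls lay near the threshold and missed with fewer samples (edgeR adjusted p, with the range over the alternatives, then the log2 fold changes where they missed). Gm37091 missed in control without WT control replicate 1 (0.0178), 3 (0.0377) or FZ/FZ control replicate 1 (0.0119; 0.000129 to 0.0377), at 4.85 to 5.32. It missed with LPS + IFN-γ without WT replicate 3 (0.0103; 1.73e-05 to 0.0103) and with IL4 + IL13 without WT replicate 2 (0.0145) or 3 (0.0311; 6.15e-05 to 0.0311). Lsp1 missed without WT LPS + IFN-γ replicate 3 (0.0115), FZ/FZ replicate 1 (0.0103) or 3 (0.0131) and with only the 2 groups fitted (0.177; 3.63e-08 to 0.177), at −0.50 to −0.56. Edem1 missed without any 1 of the 6 LPS + IFN-γ libraries (0.0113 to 0.0643) and with only the 2 groups fitted (0.0475; 2.13e-05 to 0.0643), at −0.26 to −0.35. Gm21860 missed without WT LPS + IFN-γ replicate 2 (0.0652) or 3 (0.0129) or FZ/FZ replicate 2 (0.0342) or 3 (0.0643; 7.83e-05 to 0.0652), at 0.35 to 0.41. Rpl7l1 missed without WT control replicate 1 (0.0166), 2 (0.0357) or 3 (0.022) or FZ/FZ control replicate 2 (0.0585) or 3 (0.0308) and with only the 2 groups fitted (0.0121; 2.53e-05 to 0.0585), at 0.30 to 0.39. Mmp12 missed without WT control replicate 1 (0.0166) or 3 (0.107) or FZ/FZ control replicate 1 (0.0354) or 3 (0.109; 0.000611 to 0.109), at 0.40 to 0.52.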

Our results indicated very few mRNA differences between the macrophages in any condition (Fig. 1A–C). Importantly, the most downregulated transcript in each condition originated from the Rosa26 locus as expected, as the Cas9-FZ knock-in eliminates the normal transcripts from both alleles. 

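Gt(ROSA)26Sor, the noncoding transcript of the targeted locus (ENSMUSG00000086429, chromosome 6, 113067428 to 113077333 on GRCm38), was lower in FZ/FZ BMDMs in each condition. Its normalized count was 12.6 ± 1.66 in FZ/FZ and 193 ± 29.8 in WT control cells (SD, n = 3), a log2 fold change of −3.97 (SE 0.279, adjusted p = 1.86e-10 from edgeR). With LPS + IFN-γ it was 23.6 ± 12.9 against 261 ± 46.0 (−3.395, SE 0.26, adjusted p = 3.47e-09), and with IL4 + IL13 5.20 ± 1.25 against 176 ± 24.6 (−5.06, SE 0.347, adjusted p = 2.41e-10). The 9 WT libraries held 152 to 297 and the 9 FZ/FZ libraries 4.17 to 34.8, so each FZ/FZ library lay below each WT library. Among the genes that passed, Gt(ROSA)26Sor had the lowest log2 fold change in each condition.

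Thumpd3 overlaps the locus on the other strand and averaged 0.02 over the 3 conditions (SE 0.0535, adjusted p = 0.977 from edgeR), and with no strand setting named, reads in the overlap are uncertain. Setd5, the neighbor on the other side, averaged −0.18 (SE 0.0307, adjusted p = 0.00178), but missed in the additive fit (adjusted p = 0.0112) and in 2 alternatives added after the data were seen (8.35e-07 to 0.998 over the alternatives). Fcrla, chosen after its values were seen, had 2 counts in FZ/FZ and 137 in WT cells with LPS + IFN-γ, 90.7-fold lower (95% counting interval 24.6 to 757), and did not pass (adjusted p = 0.0202 from edgeR; 0.000691 to 0.136 over the alternatives). It passed as the lowest gene without WT LPS + IFN-γ replicate 1 (−6.94, adjusted p = 0.000691) and with counts halved (−6.11, adjusted p = 0.00483), as did the pseudogene Ccdc50-ps, without an exact fold, when FZ/FZ IL4 + IL13 replicate 3, the 1 library of that group with counts, was left out (adjusted p = 0.00887).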

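Irag2 (Lrmp in the annotation), which encodes an endoplasmic reticulum membrane protein that binds inositol trisphosphate receptors, had less transcript in FZ/FZ than in WT BMDMs. Its normalized count in control was 687 ± 30.97 against 2185 ± 283 (SD, n = 3), a log2 fold change of −1.68 (SE 0.0855, adjusted p = 3.48e-13 from edgeR). With IL4 + IL13 Irag2 was 946 ± 67.9 against 3039 ± 309 (−1.67, SE 0.0854, adjusted p = 3.69e-13), and with LPS + IFN-γ 193 ± 17.5 against 334 ± 13.0 (−0.77, SE 0.114, adjusted p = 0.00062). The Irag2 call with LPS + IFN-γ was lost without WT LPS + IFN-γ replicate 3 (−0.73, adjusted p = 0.0115) and when only the 2 groups were fitted (−0.78, 0.0185), over a range of 4.4e-08 to 0.0185 across the alternatives.

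Depp1, a target of FOXO transcription factors, was higher in FZ/FZ, with 317 ± 34.2 against 14.2 ± 5.54 in control (4.38, SE 0.296, adjusted p = 1.16e-10 from edgeR). It was 5.28 higher with LPS + IFN-γ (SE 0.387, adjusted p = 2.41e-09) and 4.39 higher with IL4 + IL13 (SE 0.344, adjusted p = 2.9e-09). Gdf3, which encodes a ligand of the TGF-β family, was higher too, with 1046 ± 218 against 155 ± 39.9 in control (2.76, SE 0.193, adjusted p = 1.86e-10). It was 2.53 higher with LPS + IFN-γ (SE 0.227, adjusted p = 6.89e-08) and 2.58 with IL4 + IL13 (SE 0.189, adjusted p = 8.55e-10). Both kept their calls whichever library was left out, and Depp1 gave 5.24 with IL4 + IL13 without WT replicate 3. Over the 9 libraries per genotype, Depp1 ran from 121 to 352 in FZ/FZ and 2.19 to 20.3 in WT, and Gdf3 from 383 to 1279.8 and 52.5 to 225.

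**Figure D1:**
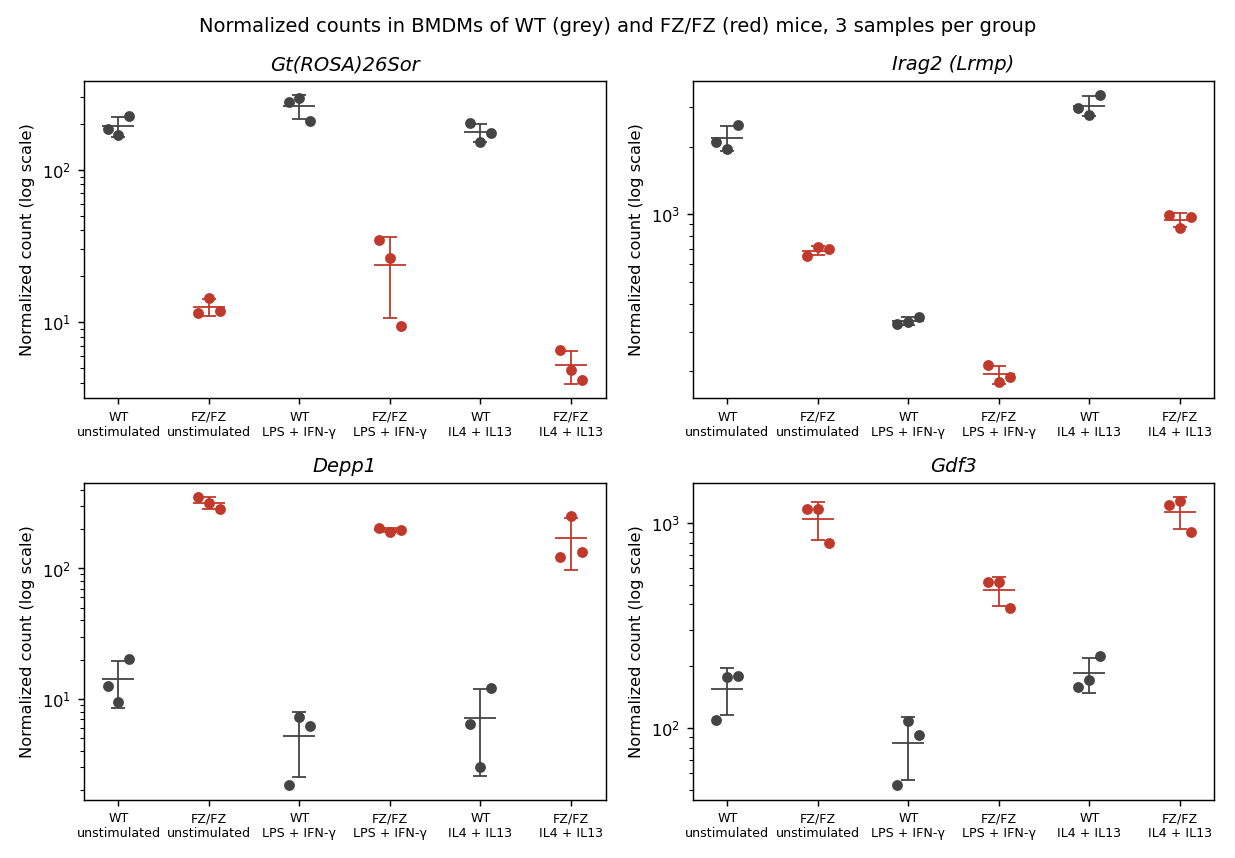
Normalized counts (vertical axis, log scale) of Gt(ROSA)26Sor, Irag2, Depp1 and Gdf3 in WT (grey) and FZ/FZ (red) BMDMs for each condition. Points are single libraries, lines are means and bars are SD, n = 3; the genotypes do not overlap within a condition.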

We observed a small number of other dysregulated transcripts (Irag2, Depp1, Gdf3) in the FZ/FZ BMDMs in each condition. 

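On GRCm38, Irag2, Depp1 and Gdf3 all lie on chromosome 6, as does Gt(ROSA)26Sor. Depp1 begins at 116650609, 3.58 Mb from Gt(ROSA)26Sor, Gdf3 at 122605403, 9.54 Mb away, and Irag2 at 145115653, 32.05 Mb away. Plxnd1 lies 2.89 Mb from Gt(ROSA)26Sor on the same chromosome. Averaged over the 3 conditions, 5 more chromosome 6 genes passed in edgeR. They were Itpr1 (−0.35, adjusted p = 0.000201, 4.85 Mb away), Edem1 (−0.27, adjusted p = 9.67e-06, 4.24 Mb), Setd5, Atg7, a gene of autophagy (0.25, adjusted p = 9.27e-05, 1.58 Mb), and Mbd4, a DNA repair glycosylase gene (0.58, adjusted p = 7.02e-05, 2.77 Mb). In the additive fit Itpr1 and Setd5 missed (adjusted p = 0.152 and 0.0112). All 5 missed in edgeR with libraries summed within a genotype, an alternative added after the data were seen (0.998, 0.515, 0.998, 0.998 and 0.0757). The ranges over the alternatives were 3.53e-08 to 0.998 for Itpr1, 1.99e-13 to 0.515 for Edem1, 1.3e-08 to 0.998 for Atg7 and 7.91e-10 to 0.0757 for Mbd4.

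That makes 10 of 844 genes on chromosome 6 against 19 of 16008 on other chromosomes (odds ratio 10.1, 95% confidence interval 4.18 to 22.9, Fisher's exact p = 7.9e-07). The 10 include Gt(ROSA)26Sor, which the knock-in itself alters, and the transcripts the paper names. Without these 4 genes the odds ratio was 6.05 (1.97 to 15.8, Fisher's exact p = 0.00118). Both tests take genes as independent, which genes close together may not be. Within 5 Mb of Gt(ROSA)26Sor 8 of 89 genes passed, between 5 and 20 Mb 1 of 181 (Gdf3), and between 20 and 50 Mb 1 of 309 (Irag2). In single conditions chromosome 6 held 5 of 9 called genes in control, 7 of 12 with LPS + IFN-γ and 5 of 7 with IL4 + IL13.

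**Figure D2:**
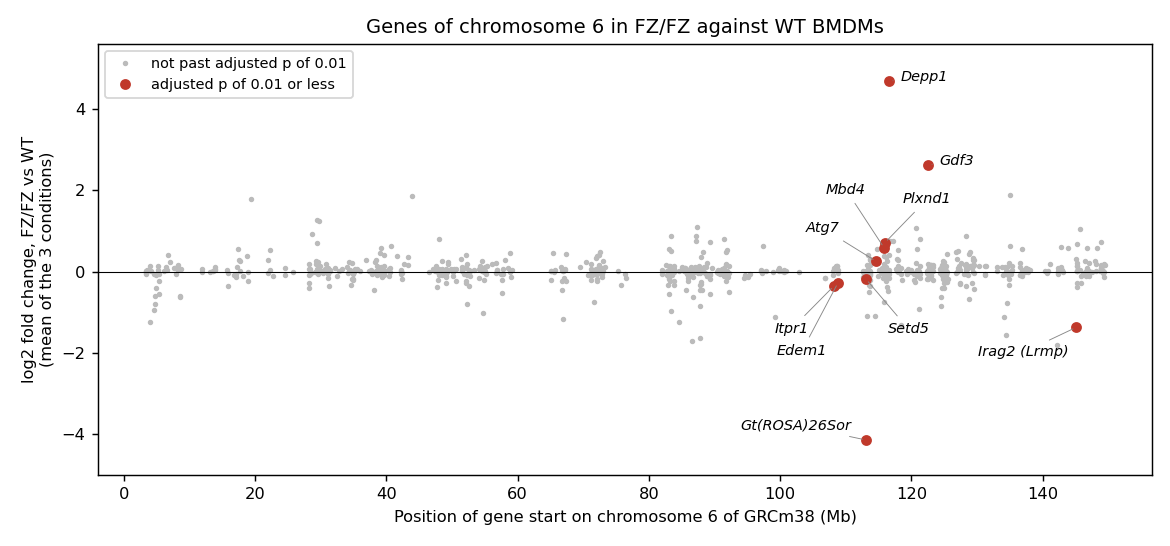
Log2 fold change of FZ/FZ over WT averaged over the 3 conditions (vertical axis) against position on chromosome 6 (horizontal axis, Mb). Each point is a gene and red points are genes at an adjusted p of at most 0.01, most of them close to Gt(ROSA)26Sor.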

While our first thought was that these mRNAs might be linked to the *Roas26* locus, in fact they originated from different chromosomes. In our experiments, the effects of LPS + IFN-γ or IL4 + IL13 “zero” out in the comparative analysis. In this case, we should have expected substantial changes in transcript profiles following Raychowdhury et al.^1^ Instead, the handful of transcripts altered, none of which have an obvious link to macrophage biology or inflammation, argues that the FZ/FZ BMDMs have an overtly normal response to LPS + IFN-γ or IL4 + IL13.

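Emilin2 rose with LPS + IFN-γ in both genotypes, but less in FZ/FZ. Its log2 fold change over control was 1.74 in WT (SE 0.076, adjusted p = 7.08e-18 from edgeR) and 0.91 in FZ/FZ (SE 0.0745, adjusted p = 1.04e-11), from control means of 2393 and 2402. The genotype-by-stimulus difference was −0.82 (SE 0.105, adjusted p = 0.000354) and passed in each alternative (6.03e-10 to 0.00308). Irag2 (Lrmp in the annotation) fell with LPS + IFN-γ by 2.69 in WT (SE 0.0961, adjusted p = 5.81e-20) and by 1.79 in FZ/FZ (SE 0.102, adjusted p = 3.48e-15), a difference of 0.91 (SE 0.142, adjusted p = 0.00706). The Irag2 difference missed without WT control replicate 3 (0.0189), WT LPS + IFN-γ replicate 1 (0.0136), 2 (0.023) or 3 (0.0148), FZ/FZ control replicate 1 (0.0423) or 3 (0.0196), or FZ/FZ LPS + IFN-γ replicate 1 (0.0614) or 3 (0.0225), or with counts halved (0.0162), over a range of 9.14e-06 to 0.0614, but stayed between 0.79 and 0.95 in each. For Gt(ROSA)26Sor, Depp1 and Gdf3 the difference between stimulated and control cells did not pass with LPS + IFN-γ (adjusted p = 0.865, 0.863 and 0.954 from edgeR) or with IL4 + IL13 (0.92, 1 and 0.984), which does not show that their genotype effects were equal.

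Emilin2 and Irag2 were the 2 genes whose response to LPS + IFN-γ differed by genotype in edgeR, with 1087 genes at unadjusted p under 0.05. DESeq2 called 3, and 12 (2 higher, 10 lower) with default filtering, which was added after the data were seen. For IL4 + IL13 edgeR called 0 genes, with 881 at unadjusted p under 0.05, and DESeq2 called 1, Plxnd1. Plxnd1 changed by 0.26 in WT (adjusted p = 0.00136 from edgeR) and by −0.27 in FZ/FZ (adjusted p = 0.00113) under IL4 + IL13. The difference was −0.53 (adjusted p = 0.0441 from edgeR, 0.000282 from DESeq2, up to 0.295 over the alternatives). None of the 268 listed genes passed either test (31 and 28 at unadjusted p under 0.05), and DESeq2 called 0 and 0 of them. Of 67 genes given a simulated 2-fold difference between responses, 79.1% were called with LPS + IFN-γ and 80.6% with IL4 + IL13. For 1.41-fold differences, also in 67 genes, the shares were 41.8% and 40.3%. Genes with low counts were again not assessed apart. By list, camera called cell cycle under IL4 + IL13 (0.07, adjusted p = 0.00352, and adjusted p = 0.972 with an estimated correlation) and cholesterol synthesis, with a median of −0.20 (adjusted p = 4.14e-07, and adjusted p = 0.0435 with an estimated correlation), with 0 genes adjusted over the list alone. With LPS + IFN-γ camera called interferon response (0.23, adjusted p = 0.00023, and adjusted p = 0.824 with an estimated correlation), cell cycle (−0.21, adjusted p = 0.00023, and adjusted p = 0.634 with an estimated correlation), cholesterol synthesis (−0.08, adjusted p = 0.00257, and adjusted p = 0.296 with an estimated correlation) and glycolysis (−0.15, adjusted p = 0.00692, and adjusted p = 0.824 with an estimated correlation).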

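FZ/FZ BMDMs given LPS + IFN-γ raised the inflammatory program. Nos2 rose from 1.02 ± 1.25 to 65675 ± 5496 (SD, n = 3), a log2 fold change of 15.61 (SE 0.292, adjusted p = 4.01e-26 from edgeR; 16.94 on 1 control count without FZ/FZ control replicate 1), and Ccl5 rose by 12.63 (SE 0.171, adjusted p = 1.01e-28). Cxcl9 was at least 46033-fold higher, the surface antigen transcript Ly6i at least 981-fold and Il12b at least 408-fold. Saa3 and Lcn2 rose by 13.52 and 11.30, and Cxcl3 was 12054-fold higher (95% counting interval 2163 to 476160). All 18 M1 genes rose (18 adjusted over the list alone), with a median of 8.26, or 7.69 at the bound (camera, adjusted p = 5.29e-50, and adjusted p = 4e-04 with an estimated correlation). All 22 interferon-response genes rose (22 adjusted over the list alone), median 6.17 (camera, adjusted p = 1.08e-39, and adjusted p = 0.00466 with an estimated correlation). Of 21 NF-κB targets 18 rose and 3 fell, the same adjusted over the list alone, median 3.12 (camera, adjusted p = 1.29e-15, and adjusted p = 0.0108 with an estimated correlation). Among called genes with a mean normalized count of at least 100, those that fell far included the mitotic gene Pbk, at least 989-fold lower, the cohesion gene Esco2, at least 777-fold, Ankle1, at least 686-fold, Pif1, at least 519.98-fold, Neil3, 1424-fold (95% counting interval 394 to 11767), Ube2c, 2213-fold (757 to 10734), Cenpf (−11.23) and the immunoglobulin transcript Ighm (−10.13, or −10.87 on 2 counts without FZ/FZ LPS + IFN-γ replicate 1).

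IL4 + IL13 raised Mgl2 by 7.29, Tmem26 by 8.09, Flt1 by 7.44, Ocstamp by 8.90, Chil3 by 9.78 (SE 0.194, adjusted p = 2.05e-24 from edgeR, or 10.60 without FZ/FZ control replicate 3) and Rnase2a by 9.38 (8.70 without FZ/FZ control replicate 1, and no exact fold without replicate 3, which held its control counts). Retnla was 3855-fold higher (95% counting interval 1067 to 31838) and Chil4 579.66-fold (198 to 2814). All 17 M2 genes rose (17 adjusted over the list alone), with a median of 2.93 (camera, adjusted p = 1.51e-82, and adjusted p = 5.45e-08 with an estimated correlation). Among M1 genes 10 fell and none rose (10 adjusted over the list alone), with a median of −1.26, or −1.51 at the bound (camera, adjusted p = 0.000806, and adjusted p = 0.172 with an estimated correlation). By the same limit on the mean, those that fell far included Siglece, 38.6-fold lower (13.0 to 189), Ly6a, 31.3-fold (8.38 to 263), Pilrb2 (−5.21), the fractalkine receptor transcript Cx3cr1 (−4.40) and Ifi206 (−4.002). The cytokine transcript Il1b was at least 14.7-fold lower, the GTPase transcript Iigp1 at least 10.8-fold and Fpr2 at least 8.75-fold, without a rank, since none had counts after stimulation. Il1b missed without FZ/FZ IL4 + IL13 replicate 1 (edgeR adjusted p = 0.0122) or 3 (0.0299) and with counts halved (0.0264), over a range of 1.24e-06 to 0.0299. Without replicate 3 Iigp1 (0.0185, range 0.000122 to 0.0185), Fpr2 (0.012, range 6.83e-05 to 0.012) and Ifi206 (0.011, range 9.3e-05 to 0.011) missed too. Without replicate 1 Ifi206 had no counts after stimulation.

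Across 10795 genes called in at least 1 genotype, the FZ/FZ and WT responses to LPS + IFN-γ correlated at 0.953, with a slope of 0.993 and 99.6% of genes changing in the same direction. Across 5843 genes the responses to IL4 + IL13 correlated at 0.909, with a slope of 0.935 and 99.2% in the same direction. Over all 16906 genes 90.5% and 80.5% had the same direction and the correlations were 0.924 and 0.730. Of the 8956 genes called in both genotypes with LPS + IFN-γ 0 moved in opposite directions, and of the 4011 with IL4 + IL13 1 did, Plxnd1. The 2 genotypes share no library, but genes are not independent replicates, so no p is given. The paper reasons that, going by the earlier report, large shifts in transcript profiles were to be expected. From the handful of altered transcripts, without an evident tie to macrophage biology or inflammation, it argues for an overtly normal response of FZ/FZ BMDMs.

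**Figure D3:**
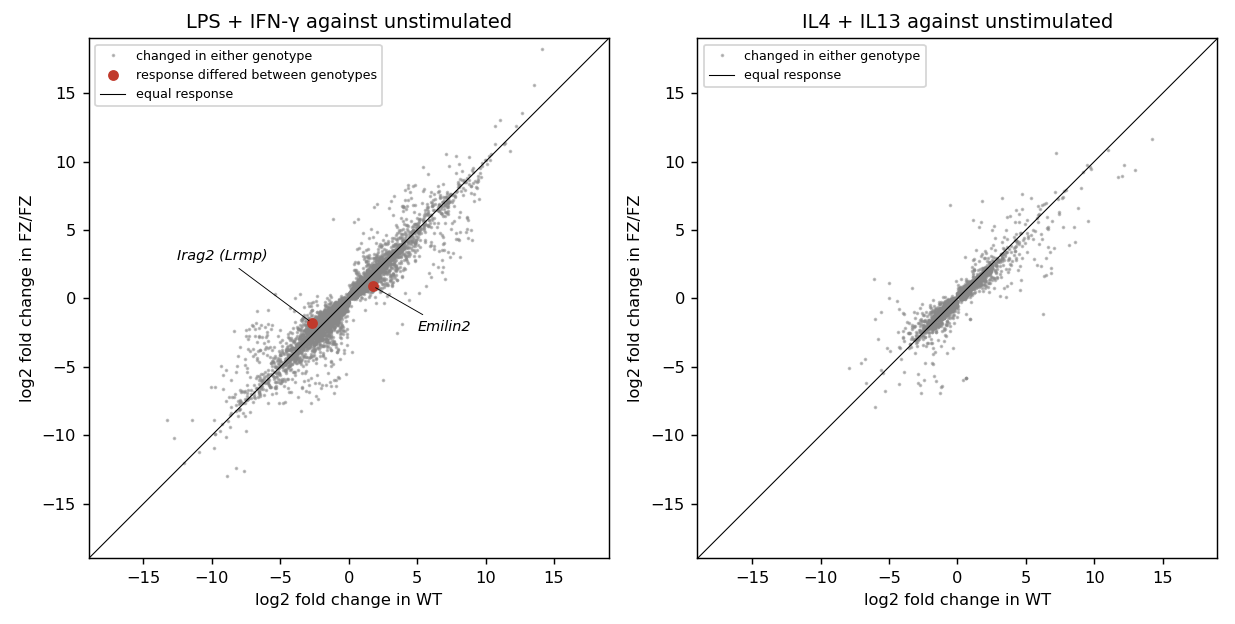
Log2 fold change of stimulated over control cells in FZ/FZ (vertical axis) against WT (horizontal axis), for LPS + IFN-γ and for IL4 + IL13. Each point is a gene, and most lie near the diagonal; Irag2 and Emilin2 are marked.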

**Figure 1.**
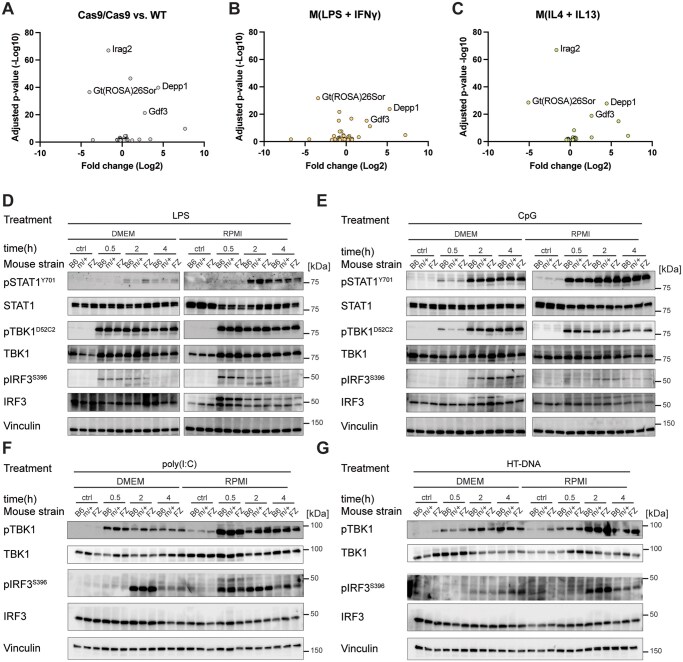
Comparative gene expression in WT and FZ/FZ BMDMs. BMDMs were generated from WT or FZ/FZ mice and were left unstimulated. (A) Stimulated with LPS + IFN-γ. (B) To the “M1” state or IL4 + IL13 to the “M2” state. (C) RNA-seq was then performed on 3 biological replicates. Transcripts common to both WT or FZ/FZ mice cancel and the residual differentially expressed mRNAs are shown as a volcano plot. Gt(ROSA)26Sor indicates the main detected transcript from the *Rosa26* locus. (D–G) Stimulation of macrophages from WT, heterozygous (m/+), or homozygous FZ BMDMs generated in DMEM or RPMI over time, where key TLR pathway intermediates were measured by immunoblotting.

### TLR signaling

We next measured a selection of downstream signaling events from TLR3, TLR4, and TLR9 (Fig. 1D–G). In these experiments, we compared BMDMs generated in DMEM versus RPMI 1640 (with stimulations being performed in the same media as used for expansion and differentiation). In addition, we compared WT and FZ/FZ homozygous mice with heterozygous FZ/+ mice. We measured activation of pSTAT1, pTBK1, and pIRF3 at 0, 0.5, 2, and 4 hours of stimulation with LPS or CpG. Consistent with the RNA-seq findings, we did not observe any substantial differences between genotypes (Fig. 1D–G). However, we noted some distinctions in pathway activation kinetics and strength between DMEM and RPMI. Whether these differences are biologically meaningful remains unclear. Regardless, we observed no obvious differences in the responses of macrophages between genotypes, which was our central question.

## Discussion

We conclude that the Feng Zhang Cas9 Rosa26 knock-in mice^2^ are sufficiently similar on macrophage activation to WT controls that Crispr experiments can be conducted with confidence. There are several limitations of our work compared to the comprehensive study of Raychowdhury et al.^1^ First, we did not investigate TLR signaling beyond conventional macrophage stimulation experiments, nor did we perform as detailed an analysis of pathway activation compared to Raychowdhury et al.^1^ Instead, our RNA-seq experiments indicated the changes at *Rosa26* resulted in a handful of changes to noninflammatory transcripts; these results stand in contrast to the alterations in hundreds of transcripts in Raychowdhury et al.^1^ A further limitation is that we focused on only one, albeit the most widely used, Cas9 knock-in strain, while Raychowdhury et al. examined 5 additional strains where Cas9 is introduced into the mouse genome in different configurations. To exactly match our findings with Raychowdhury et al., extensive research would be required, which we consider unnecessary, at least from our perspective. We note that Raychowdhury et al. used murine CSF1 while we use highly pure human CSF1. However, the CSF1 is unlikely to be the source of the differences between studies observed herein, as both groups had macrophages to work with. Thus, the reason(s) behind the differences is unclear at present.

A further important consideration is that lentiviral introduction of guide RNAs permits Crispr-Cas9–based screening of different tissue macrophages such as Kupffer cells or intestinal macrophages. Our stance is that an simple RNA-seq experiment should be performed at the beginning of the experiment to ensure that macrophages from the Cas9 Rosa26 knock-in mice reflect control macrophages.

Finally, we note that the *Rosa26* locus, originally identified in 1991 and then used as for constitutive expression “safe harbor” for insertion of genes and other genetic manipulations, assumes there are no obvious phenotypes associated with its modification(s).^8^^,^^9^ Such an assumption must be tempered by the fact that *Rosa26* has been retained through evolution, suggesting it has one or more functions. Perhaps the small number of transcripts changed in our RNA-seq data are linked to the absence of the noncoding transcripts that originate from the *Rosa26* locus function in the FZ/FZ mice?

## Supplementary Material

vlaf047_Supplementary_Data

## Data Availability

The RNA-seq data presented in the article have been submitted to the Gene Expression Omnibus under accession number GSE298884 and are also available in a processed Excel file upon request. All immunoblotting source data are available upon request.

# Supplementary material for: Normal macrophage signaling and gene expression in Rosa26 Cas9-expressing mice
**Source:** Immunohorizons. 2025 Oct 9;9(11):vlaf047. doi: 10.1093/immhor/vlaf047
**Supplement:** vlaf047_Supplementary_Data

**** ****

**Supplemental Figure 1.** BMDMs were generated from WT mice and stimulated with LPS + IFNγ (**left**) to the “M1” state or IL4 + IL13 to the “M2” state (**right**). Following mapping of transcripts to the mouse genome, each stimulation condition was compared to unstimulated BMDMs and the results plotted as volcano plots. Regulated transcripts typical of the macrophage polarization state are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

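The deposited raw count table of the authors, with 16906 genes and 18 libraries, gave the counts for all tests. The deposited normalized signal, which gave group means and SD, was made by the authors by dividing the raw counts of each library by 1 DESeq2 size factor. All 18 columns were matched to a genotype, a state and a replicate number, and 0 columns were left unused. Gene symbols and positions came from the GENCODE annotation of GRCm38, in which 16852 genes had a symbol. The other 54, holding 0.0601% of the counts, were tested without a name. Immunoblot data were not analysed here, since the deposit holds RNA counts.

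The choices of groups, tests, thresholds, lists and alternatives were made before the data were examined, apart from the 7 alternatives named as added, the counts of chromosome 6 genes by direction and distance, the permutation tests of lists and the sums over gene copies. Counts were scaled by TMM and tested with edgeR 4.0.16 quasi-likelihood in R 4.3.3, in 1 fit with a mean for each of the 6 groups. The fit had a common dispersion of 0.00551 and prior degrees of freedom of 14.8. Comparisons were stimulated over control within each genotype, FZ/FZ over WT within each condition, FZ/FZ over WT averaged over the 3 conditions, and the genotype-by-stimulus difference for each stimulus, 10 in total. p-values were adjusted by Benjamini-Hochberg over all genes, and a gene passed at an adjusted p of at most 0.01. SE is the log2 fold change divided by the square root of its F statistic. Where a group had no counts, the fold is given as at least the value that 3 counts over the group would give, and where it had 1 to 3 counts, as the ratio of depth-scaled sums with its exact 95% counting interval. No molecular identifiers are described, so these bounds and intervals cover counting error only. If both mates of each pair were counted, 2 counts are 1 fragment, the bounds are about 2-fold too high and the intervals too narrow.

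For each comparison between 2 groups the named genes were those called in all 3 conditions, the 8 highest and 8 lowest fitted log2 fold changes among genes called with a mean normalized count of at least 100 over the 18 libraries, the genes the paper names, and the leading genes of each list. The 21 lists, set from general knowledge, were canonical M1 and M2 markers, type I interferon response, NF-κB targets, TLR and cytokine receptor components, antigen presentation, interferon-induced GTPases, cholesterol synthesis, cell cycle, glycolysis, p53 targets, mitochondrial respiratory chain, Rosa26 neighbors, genes that differ between C57BL/6J and C57BL/6N, and markers of macrophages, fibroblasts, neutrophils, lymphocytes, dendritic cells, mast cells and erythroid cells. List sizes count only genes held in the deposited table, so genes with too few counts to be kept there are not among them. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01. They were tested again with an estimated correlation and with fry, adjusted over the lists of a comparison. Slopes between genotypes are total least squares. Enrichment on chromosome 6 used Fisher's exact test.

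The alternatives were DESeq2 1.42.0 on the same genes, RLE scaling, an adjusted p of 0.05, a literal reading of the paper's filter (12952 genes), a fit with the replicate number as a block, fits of only the 2 groups compared, an additive fit for the genotype effect, all genes in place of called genes for the response, and leaving out each library in turn. DESeq2 with its default filtering and counts halved, since most low counts are even, were added after the data were seen. So were a replicate block within genotype for stimulus effects and, for the averaged genotype effect, 4 others. They were libraries summed by number within genotype, their log2 values averaged so (limma-trend), limma voom, and voom with an estimated correlation within number and genotype. In simulations from the fitted counts, 200 genes were changed. Relabellings of the samples gave 10 splits for each comparison of 2 groups and 100 draws for the averaged and genotype-by-stimulus comparisons. Tables were written with data.table 1.17.8 and plots with Matplotlib 3.10.9 in Python 3.11.15.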

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

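The counts of chromosome 6 genes that were higher, lower or within 5 Mb of Gt(ROSA)26Sor were tests chosen only after the result was seen.

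Emilin2 rose less with LPS + IFN-γ in FZ/FZ than in WT BMDMs, by a log2 difference of −0.82. Irag2 fell less with LPS + IFN-γ in FZ/FZ, by 0.91, a call that 8 of 12 single-library omissions ended, with values of 0.79 to 0.95 in those, as did halving the counts (0.92, adjusted p = 0.0162 from edgeR). Plxnd1, a semaphorin receptor transcript, averaged 0.71 higher in FZ/FZ over the 3 conditions. The gene model Gm42546 on chromosome 5 averaged 5.37 higher. Gm37091 on chromosome 1 had 338 counts in FZ/FZ and 2 in WT over all libraries, 146-fold higher (95% counting interval 40.1 to 1211), and its fitted average of 7.16 is not exact, since WT had 0 counts in 2 conditions.

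Genes altered in FZ/FZ cluster on chromosome 6 around the targeted locus. A flanking segment carried along with the knock-in from its founder strain predicts an excess beyond the genes the paper names. Without Gt(ROSA)26Sor, Irag2, Depp1 and Gdf3 the odds ratio for averaged calls was 6.05 (95% confidence interval 1.97 to 15.8, Fisher's exact p = 0.00118). By condition, Fisher's exact test passed at 0.01 with LPS + IFN-γ (odds ratio 11.5, 1.78 to 59.1). It missed in control (4.77, 0.0967 to 48.3) and with IL4 + IL13 (9.54, 0.161 to 183), each on 1 called gene. Of the 6 averaged calls left, Itpr1, Edem1, Setd5, Atg7 and Mbd4 missed with libraries summed by number within a genotype. With log2 values averaged by number in place of summed counts, only Setd5 of these missed. How many of the calls held thus depended on how libraries were combined. The intervals of the 3 conditions overlap, so the tests that missed do not show that the excess differed by condition. Reads lost to sequence differences in such a segment could lower counts but not raise them, and 5 of the 9 called genes other than Gt(ROSA)26Sor, such as Depp1, were higher, which that explanation does not predict. For the 4 that were lower (Irag2, Itpr1, Edem1 and Setd5) mapping loss and lower expression cannot be told apart, because the reads themselves are not held. A local effect of the inserted cassette and a linked segment cannot be told apart either for the 7 genes within 5 Mb, because both predict changes close to the locus.

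Type I interferon genes were lower as a list in FZ/FZ control and IL4 + IL13 cells under camera's preset correlation, but not with an estimated correlation (camera, adjusted p = 0.527 and adjusted p = 0.564 with an estimated correlation). A single library could carry the shift, and without WT IL4 + IL13 replicate 3 the IL4 + IL13 median was 0.0063, while in control the median stayed between −0.18 and −0.34 with each library left out. Spread between samples could also produce it, and relabelling the genotypes within conditions gave an exact permutation p of 0.102 for the list's mean difference of −0.169. The IL4 + IL13 shift thus rested on a single library, while the control shift did not rest on any single library. For the list's mean difference, the relabelling left spread between samples open as a source.

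The 10 splits of the 6 libraries in a comparison are too few for a share under 0.05, and the true split stood alone, 1 of 10, in each. With the highest count of any other split second, calls were 9789 and 0 for LPS + IFN-γ in WT, 5108 and 0 for IL4 + IL13 in WT, 9962 and 0 and 4746 and 0 in FZ/FZ, and for genotype 9 and 7 in control, 12 and 2 with LPS + IFN-γ and 7 and 0 with IL4 + IL13. For the averaged genotype effect the true labelling was the 1 of 100 draws with as many as 29 genes, and the highest of the others called 3. Those draws treat the libraries of a genotype as independent, and when the 3 libraries of a number move together the true split stood alone, 1 of 10, with up to 8 genes in the others. For the LPS + IFN-γ difference by genotype 14 of 100 draws called at least the true 2 genes, with up to 18. For IL4 + IL13 the true count is 0, which 100 of 100 draws reach whatever the data, with up to 23 called. Exchanging genotypes in 1 condition turns a genotype effect into a difference between responses, so neither of these counts tells the true labelling from chance.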

How the results depend on the processing

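DESeq2 with default filtering, halved counts, the replicate block within genotype, limma voom and libraries summed or averaged by number were chosen only after the data were seen; the other alternatives were set before. Among those set before, of 142 counts and values for the genes that changed, 117 stayed, 10 weakened and 15 strengthened. Of 52 for the response 31 stayed and 21 moved, of 12 for chromosome 6 2 weakened, of 20 list tests 16 weakened, and all 56 for Gt(ROSA)26Sor stayed, from −5.30 to −3.05. Among 373 calls of named genes, 34 ended without some library and 2 reversed. Gm10800 with IL4 + IL13 in WT gave 1.12 without WT control replicate 2 and −7.34 without WT IL4 + IL13 replicate 2, and averaged Mmp12 gave −0.0046 with libraries summed by number. The cause of each shift was not tested.

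Genotype calls (9, 12 and 7 in edgeR; 29 averaged) were 14, 21, 13 and 53 at an adjusted p of at most 0.05, 18, 24, 15 and 51 with DESeq2, and 23, 24, 15 and 54 with its default filtering, which left Gt(ROSA)26Sor in control without an adjusted p. The literal filter, which drops Gt(ROSA)26Sor and Depp1, gave 5, 8, 3 and 25, fits of only 2 groups 11, 9 and 17, and the additive fit 19. Leaving out libraries gave 6 (without WT control replicate 3) to 14 (WT control replicate 2), 7 (WT LPS + IFN-γ replicate 3) to 21 (replicate 1), 6 (WT IL4 + IL13 replicate 3) to 11 (replicate 2), and 23 (FZ/FZ control replicate 3) to 41 (WT control replicate 2). A fit with replicate number as a block gave 11, 13, 7 and 35, though only 4 of 18 libraries correlated best with their own number over both genotypes. Within a genotype 17 of 18 did, and 17 of 18 same-number pairs correlated above 0 but only 4 over 0.1 (median 0.0341, against −0.0205 for different numbers). Over both genotypes the numbers are not shown to pair samples. Within a genotype libraries of 1 number resembled each other, though weakly. They may thus not be independent, as the averaged test takes them to be, and its calls may be too many. A replicate block within genotype gave 9665 and 5121 stimulus calls in WT, 9898 and 4764 in FZ/FZ, and 2 and 1 genes differing in response. Averaged calls were 36 with limma voom and 32 with its replicate block within genotype, at an estimated correlation of 0.0144. With 3 units per genotype they were 15 on averaged log2 values, where Setd5 was the 1 chromosome 6 gene to miss, and 7 on summed counts, which weigh conditions by depth and expression. Genes differing in LPS + IFN-γ response (2) were 3 with DESeq2, 12 with default filtering, 1 with halved counts and 1 to 3 without a library. For IL4 + IL13 (0) they were 1 with DESeq2, default filtering or an adjusted p of 0.05, and 0 to 1 without a library (1 without WT control replicate 2). Stimulus calls in WT ran from 9100 to 9376 and 4292 to 4608 without a library, and in FZ/FZ from 9296 to 9436 and 3873 to 4286.

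Correlation between genotypes over all genes was 0.924 for LPS + IFN-γ and 0.730 for IL4 + IL13. Over called genes (0.953 and 0.909) it ran without a library from 0.944 to 0.952 and 0.893 to 0.915, with slopes of 0.966 to 1.02 and 0.908 to 0.958. On chromosome 6 without the 4 named genes the odds ratio was 4.77 in control (p = 0.226), 11.5 with LPS + IFN-γ (p = 0.00573) and 9.54 with IL4 + IL13 (p = 0.142, Fisher's exact). With an estimated correlation 5 lists passed for LPS + IFN-γ in WT (18 with fry) and 4 in FZ/FZ (19 with fry), 2 for IL4 + IL13 in each genotype, and 0 with either test for each genotype or genotype-by-stimulus comparison. Testing without a filter was void, since all 16906 deposited genes pass it.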

Differences from the paper's values

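DESeq2 with default filtering, halved counts, limma voom and libraries summed or averaged by number were chosen only after the data were seen, and the others are alternatives set before the data were examined.

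Adjusted p-values of the named transcripts are smaller in the paper's volcano plots, read by eye as −log10 values, than from edgeR. For Irag2 they are about 67 in control (Fig. 1A) and about 67 with IL4 + IL13 (Fig. 1C), against 12.5 and 12.4. For Gt(ROSA)26Sor they are about 37 in control (Fig. 1A), about 32 with LPS + IFN-γ (Fig. 1B) and about 29 with IL4 + IL13 (Fig. 1C), against 9.73, 8.46 and 9.62. DESeq2, the paper's tool, gave 66.9 and 66.9 for Irag2 and 36.5, 31.7 and 28.6 for Gt(ROSA)26Sor, and was the 1 alternative set before the data were examined that met the plotted values.

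The paper states that the altered transcripts come from different chromosomes, whereas Irag2, Depp1 and Gdf3 all lie on chromosome 6 with Gt(ROSA)26Sor in GRCm38. The paper sees no obvious link to macrophage biology. Chosen after their values were seen, the macrophage folate receptor transcript Folr2 averaged 0.38 higher in FZ/FZ (adjusted p = 0.000836 from edgeR) and the chemokine receptor transcript Ccr1 0.39 (adjusted p = 0.00582), and the macrophage elastase transcript Mmp12 passed in control. Folr2 missed in edgeR with libraries summed by number within a genotype (0.998) and in limma with them averaged (0.1), over a range of 1.31e-05 to 0.998. Ccr1 missed in the additive fit (0.0292) and without WT control replicate 3 (0.0537), WT IL4 + IL13 replicate 3 (0.0101), FZ/FZ control replicate 1 (0.0159) or 3 (0.0286), FZ/FZ LPS + IFN-γ replicate 1 (0.014), or FZ/FZ IL4 + IL13 replicate 1 (0.018) or 2 (0.0112). Ccr1 also missed with libraries summed (0.998) or averaged (0.309) and with limma voom (0.0437 and 0.0478), over a range of 2.56e-05 to 0.998. The control call of Mmp12 was lost without any 1 of 4 libraries. The paper gives Gt(ROSA)26Sor as the most decreased transcript, which held among genes that passed in edgeR. Fcrla was lower with LPS + IFN-γ without WT replicate 1, with counts halved or at an adjusted p of at most 0.05, and Ccdc50-ps with IL4 + IL13 without FZ/FZ replicate 3. Fig. 1B shows unlabelled points at about −6.7 and about −4.5, near the values of Fcrla (−6.73) and 5031415H12Rik (−4.49) from DESeq2 with LPS + IFN-γ (adjusted p = 0.0245 and 0.0234).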

Other observations

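Permutation tests of list scores and sums over gene copies were chosen only after the calls were seen.

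Stimulation also moved transcripts of metabolic and cell-cycle genes in WT BMDMs, though several of these lists did not pass camera with an estimated correlation. With LPS + IFN-γ, 17 of 18 cell-cycle genes fell, including Top2a (−5.85), Mki67 (−4.84) and Ccnb2 (−8.24), and Pcna, named after its value was seen, rose by 0.51 (17 and 1 adjusted over the list alone; median −4.73; camera, adjusted p = 3.53e-32, and adjusted p = 0.00466 with an estimated correlation). Glycolysis genes rose, 12 of 14 (12 adjusted over the list alone), with Pfkfb3 at 4.21 and Ldha at 2.28 and a median of 1.64 (camera, adjusted p = 1.82e-11, and adjusted p = 0.107 with an estimated correlation). Of 19 cholesterol-synthesis genes 11 fell, such as Idi1 (−2.79) and Insig1 (−1.52), and 3 rose, among them Mvd (0.76), named after its value was seen. The counts were the same adjusted over the list alone, with a median of −0.71 and a camera adjusted p of 0.0174 (adjusted p = 0.181 with an estimated correlation). With IL4 + IL13 all 19 rose, with Sqle at 1.78 and Hmgcs1 at 1.36 (19 adjusted over the list alone; median 1.32; camera, adjusted p = 2.1e-34, and adjusted p = 0.000111 with an estimated correlation). Respiratory-chain genes gave 17 up of 20 with IL4 + IL13, including Atp5b (0.57) and Cox7b (0.64) (17 adjusted over the list alone; median 0.36; camera, adjusted p = 5.68e-06, and adjusted p = 0.172 with an estimated correlation). With LPS + IFN-γ they gave 4 up and 9 down (Cox4i1 −1.02; camera, adjusted p = 0.758). Under IL4 + IL13 11 cell-cycle genes fell and 1, Pcna, rose, the same adjusted over the list alone (median −0.73; camera, adjusted p = 2.24e-07, and adjusted p = 0.156 with an estimated correlation). Also with IL4 + IL13, 11 glycolysis genes rose, such as Hk2 by 1.25 (12 up and 1 down adjusted over the list alone; median 0.50; camera, adjusted p = 5.5e-07, and adjusted p = 0.207 with an estimated correlation).

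Macrophage markers moved both ways with LPS + IFN-γ, Fcgr1 up (3.47) and Lyz2 down (−1.56), with 3 up and 8 down of 12 (camera, adjusted p = 0.501). With IL4 + IL13 Cx3cr1 fell by 4.16 in a list with 9 down and 3 up (median −0.74; camera, adjusted p = 5.5e-07, and adjusted p = 0.156 with an estimated correlation). Lymphocyte transcripts Ighm (−8.96, −9.84 without WT LPS + IFN-γ replicate 1, −8.26 without replicate 3), Cd79b (−4.85) and Cd4 (−1.89) fell with LPS + IFN-γ (camera, adjusted p = 0.0381, and adjusted p = 0.188 with an estimated correlation), and with IL4 + IL13 Ighm (−2.18) and Cd4 (−2.40) fell (camera, adjusted p = 0.00861, and adjusted p = 0.156 with an estimated correlation). The other lists did not pass camera in WT for LPS + IFN-γ and IL4 + IL13. Adjusted p was 0.796 and 0.266 for p53 targets (Mdm2 2.67 and Plk2 1.09) and 0.995 and 0.399 for Rosa26 neighbors (Camk1 −2.25 and −0.49). It was 0.664 and 0.584 for C57BL/6J and C57BL/6N genes (Wdfy1 1.42 and 0.48) and 0.995 and 0.977 for fibroblasts. For dendritic cells it was 0.796 and 0.977 (Xcr1 4.84 with LPS + IFN-γ). For neutrophils (1 gene, S100a8) it was 0.829 and 0.977, for mast cells (1 gene, Gata2) 0.819 and 0.744. For erythroid cells (2 genes) it was 0.867 and 0.537. Lists of 1 or 2 genes cannot show a shift of a cell type, so no conclusion is drawn from them. With LPS + IFN-γ S100a8 rose by 2.43 (adjusted p = 0.00677 from edgeR) and Gata2 at least 15.8-fold (0.000171). Neither passed with IL4 + IL13 (0.979 and 0.0522).

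In FZ/FZ BMDMs 17 of 18 cell-cycle genes fell with LPS + IFN-γ (17 adjusted over the list alone; median −5.23; camera, adjusted p = 8.33e-36, and adjusted p = 0.00466 with an estimated correlation). Cholesterol-synthesis genes rose with IL4 + IL13, 19 of 19 (19 adjusted over the list alone; median 1.12; camera, adjusted p = 1.33e-29, and adjusted p = 9.4e-05 with an estimated correlation). Between genotypes, list scores relabelled within conditions gave adjusted exact permutation p-values of 0.861 to 0.919. Of 8 genes that differ between C57BL/6J and C57BL/6N, such as Cyfip2 (−0.03, adjusted p = 0.916 from edgeR) and Wdfy1 (−0.05, adjusted p = 0.748), none passed. That does not show matched backgrounds, since a gene can differ between substrains without a change in its count. Nnt (−0.79, adjusted p = 0.606) is uncertain, since another gene model overlaps it in the annotation and the paper discarded reads on several genes. How many Nnt reads were lost was not tested. Summed over their near-identical copies, Tmem254 transcripts averaged 0.37 higher in FZ/FZ (adjusted p = 0.000733 from edgeR), from 0.50 in control (adjusted p = 0.0307), 0.59 with IL4 + IL13 (adjusted p = 0.00471) and 0.02 with LPS + IFN-γ (adjusted p = 1). Dynlt1 transcripts averaged 0.17 (SE 0.0284, adjusted p = 0.00213), from 0.17, 0.11 and 0.23, none of which passed (adjusted p = 0.244, 0.736 and 0.0721). The single copies Tmem254a, Tmem254b, Dynlt1b and Dynlt1c missed with libraries averaged by number within genotype (adjusted p = 0.18, 0.182, 0.015 and 0.142 from limma).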
